A study of Mus musculus with 2 samples. Its data were reported in "p16Ink4a‐Positive Hepatocytes Drive Liver Fibrosis Through Activation of LIFR Family Pathway" (2026).

How the data were processed

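Livers of male p16-Tom mice treated with carbon tetrachloride (CCl4) and tamoxifen were measured by single-cell RNA sequencing of fixed cells. In these mice tamoxifen switches on the red fluorescent reporter tdTomato permanently in cells that transcribe the p16Ink4a gene at that time. The tissue was fixed before it was dissociated, and cells positive for a nuclear dye and a mitochondrial dye were sorted into Tom- and Tom+ fractions. Each fraction gave 1 library, so each group has 1 sample. The number of mice behind each library is not stated, and cells carry no animal label.

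The authors counted UMIs with Cell Ranger (mm10 reference) after hybridising pairs of probes to the RNA, with custom probes for tdTomato added to the commercial mouse probe set. A probe-based assay reads short targets in each transcript, so levels of different genes are not comparable and closely related genes can share probes. The deposited matrices hold raw UMI counts per gene and cell for 19073 features, 3 of which are custom features (tdTomato, a LINE-1 element and a separate p16 entry). They had not been normalised. Gene positions were read from the GENCODE annotation of the same genome build (mm10).

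The Tom- library held 23220 barcodes and 681279005 UMIs, and the Tom+ library held 16339 barcodes and 715333889 UMIs. Cells were kept with the filters of the study's methods: a mitochondrial fraction of at most 0.05, from 2000 to 10000 genes and at most 100000 UMIs. In the Tom- library 2663 cells had too few genes, 1 too many, 360 too many UMIs and 56 too high a mitochondrial fraction, and some cells failed more than 1 filter. The corresponding numbers in the Tom+ library were 1682, 16, 1239 and 52. The filters left 20159 Tom- and 13378 Tom+ cells.

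Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, and 30 principal components, 20 neighbours and Leiden clustering at resolution 0.8 were used (Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, matplotlib 3.10.9). Both libraries were clustered together without integration. Among the 20 clusters of all cells, those with a median gene number under 0.75 times that of all cells, or with Ptprc, Dcn or Pecam1 at 2.5 times the median cluster or more, were left out, following the exclusions in the study's methods. The remaining cells, called hepatocytes here, were clustered again into 13 clusters.

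A cluster was named zone 1-like, zone 2-like or zone 3-like from marker lists. Zones run from the portal (zone 1) to the central vein (zone 3) of the liver lobule. A name needed at least 3 markers of the zone detected at 5 CPM (a gene's part of all UMIs in the sum, rescaled to the usual common total) and at least 1.5-fold higher than in other clusters, more markers than any other zone, and at least 1 of them among the top 10 genes by fold at 20 CPM or more. Other clusters stayed unnamed. The marker lists, gene lists, comparisons, named-gene rule and most alternatives were fixed before the data were examined. The numerical limits for leaving out clusters and for naming them, and the limit of 90% Tom+ cells used to describe a cluster as nearly all Tom+, were not. They were set after the clusters and their makeup by library had been seen, and the resulting hepatocyte numbers had been compared with numbers drawn in a figure of the study. Closeness to the study in cell numbers or zone shares therefore carries no weight as evidence. A resolution of 0.6 was also looked at while the clustering was set up and was not used.

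Doublets were scored with Scrublet in each library at an expected rate of 10%. Its automatic threshold marked 1 of 20159 Tom- cells and 0 of 13378 Tom+ cells, so the caller did not work on these libraries and doublets were not removed. As an alternative, the 10% of cells with the highest scores were left out.

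For each class of cells the counts were summed per library and given as CPM, with exact Poisson intervals. Ratios of single genes are log2 of Tom+ over Tom- CPM without a pseudocount, with an exact conditional interval. A pseudocount of 0.5 UMIs was added where all genes were compared, which covers the ranking and 2-fold counts, the list medians, the median-of-ratios scaling, the contrasts between clusters and the ratios in zone 2-like and unnamed cells. Shares of cells have exact Clopper-Pearson intervals. All intervals are at 95% and cover counting error only. With 1 library per group there is no test between groups and no p-value. Genes were counted as higher or lower at 2-fold among those with at least 10 CPM in either sum and at least 20 UMIs over both. Named genes are the 5 with the largest and the 5 with the smallest ratio in zone 3-like cells. Genes that a comparison or list is about were added. The ranking left out tdTomato and every gene of the marker lists. Those lists cover the zones and endothelial, stellate, immune, cholangiocyte and cycling cells. Each of the 16 gene lists was placed by the percentile of its median log2 ratio among 10000 random lists of the same size matched on mean expression. Shares of cells with a tdTomato UMI were compared after thinning each cell to 5000 UMIs.

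The steps were tested on simulated data. With library sums simulated for 7858 genes, the 2-fold rule recovered 100% of the changed genes and called 0 unchanged genes. The simulated changes were well past 2-fold and the noise was counting noise only. This outcome therefore does not show how the rule performs near its limit. The counting interval held the true ratio for 95.6% of 2449 genes. Of random gene lists, 10.5% fell in the outer 10% of percentiles. Thinning gave a median of 0.9995 of the wanted UMIs over 1877 genes. These tests say nothing about variation between animals.

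Alternatives changed the gene limits per cell, the resolution, the genes used for clustering, the scaling, the CPM minimum, the depth (cells thinned), the doublet treatment and the way zones were defined, including clustering each library on its own. Settings added after seeing the data changed the limits for leaving out and naming clusters, removed the highest doublet scores, or left out clusters with at least 90% Tom+ cells.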

Results

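Single-cell expression was measured in hepatocytes sorted by the p16 reporter from CCl4-treated mice, with 1 Tom- library and 1 Tom+ library. There were no replicates, so every difference below compares these 2 libraries and not the conditions. The cells kept had a median of 26694 UMIs and 5250 genes in the Tom- library and 36075 UMIs and 5932 genes in the Tom+ library. Clusters with few genes per cell or with immune, stromal or endothelial markers took 46.3% of Tom- cells (9334 cells) and 25.4% of Tom+ cells (3394 cells) and were left out. Clusters with low gene number held 29.6% of Tom- and 7.87% of Tom+ cells, and 4 of these 7 clusters, with 6.59% and 3.60% of the cells, were also past a marker limit. The limits behind this step were set after seeing the clusters. The hepatocytes left were 10825 Tom- and 9984 Tom+ cells, with median UMIs of 32378 and 35701.

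The reporter was examined first, since it tests the sort. tdTomato was at 72.6 CPM in Tom- hepatocytes (28224 UMIs) and 806.5 CPM in Tom+ hepatocytes (322845 UMIs), a log2 ratio of 3.47 (3.46 to 3.49). The alternative that moved it most was keeping clusters with few genes, which gave 3.36. At 5000 UMIs per cell, 31.5% of Tom- hepatocytes (30.6 to 32.3) and 93.8% of Tom+ hepatocytes (93.3 to 94.3) had a tdTomato UMI, with 43 and 29 shallower cells left out. Without thinning the shares were 85.6% and 99.8%. The Tom- signal was not limited to hepatocytes. Over the 12 clusters left out, the Tom- level of tdTomato ranged from 54.2 to 136.0 CPM, and the level in hepatocytes lay inside this range. The range does not describe other cell types alone. Low gene number was the only reason for leaving out 3 of the clusters, with 4641 Tom- cells, and these include the cluster at 136.0 CPM. The cluster at 54.2 CPM had a median of 43850 UMIs in its Tom- cells, and the most immune-rich cluster (Ptprc at 189 CPM over both libraries) had 90.9 CPM at a median of 7634 UMIs. Tom+ cells of the 12 clusters were between 530.6 and 1036 CPM.

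Cdkn2a, the gene that encodes p16Ink4a (ENSMUSG00000044303, mm10 chromosome 4, 89274471 to 89294653, minus strand), had 61 UMIs in Tom- and 75 UMIs in Tom+ hepatocytes. The levels were 0.157 and 0.187 CPM, a log2 ratio of 0.26 (-0.25 to 0.77). A difference in Cdkn2a counts was not detectable at this depth. For the human gene, the study cautions that CDKN2A does not encode p16Ink4a alone. The Cdkn2a counts are therefore not read as a level of p16Ink4a. By qPCR, on hepatocytes collected under a separate treatment schedule, the study reported higher p16Ink4a expression in the Tom+ fraction. The separate p16 probe entry had 158 and 186 UMIs and a log2 ratio of 0.19 (-0.12 to 0.51). The study's methods do not state what this entry binds, so its value is not read as a level of p16Ink4a. In zone 3-like cells Cdkn2a had 13 and 18 UMIs and a log2 ratio of -1.18 (-2.29 to -0.03).

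The zone makeup of both libraries addresses where along the lobule the reporter-positive hepatocytes lie. Zone 3-like cells were 39.9% of Tom+ hepatocytes (39.0 to 40.9) and 13.1% of Tom- hepatocytes (12.5 to 13.7). Zone 1-like cells were 23.9% of Tom+ (23.0 to 24.7) and 44.4% of Tom- hepatocytes (43.5 to 45.3). Zone 2-like cells were 3.36% and 3.85%, and 32.9% and 38.7% stayed unnamed. The size of the zone 3-like difference depended on how the cells were clustered. With each library clustered on its own the share was 22.1% in Tom+ and 19.9% in Tom- hepatocytes. In that setting a Tom+ cluster of 1490 cells, 96.4% of them in cluster 6 of the joint clustering, had 8 zone 3 markers higher but none among its top genes, and stayed unnamed. Counting such clusters, a choice made after this result was seen, gave 36.8% and 19.9%. The direction was the same in all 15 alternatives that gave shares. Leaving out the single cell marked as a doublet and clustering again moved the Tom- share to 14.2%, outside its counting interval.

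**Figure D1:**
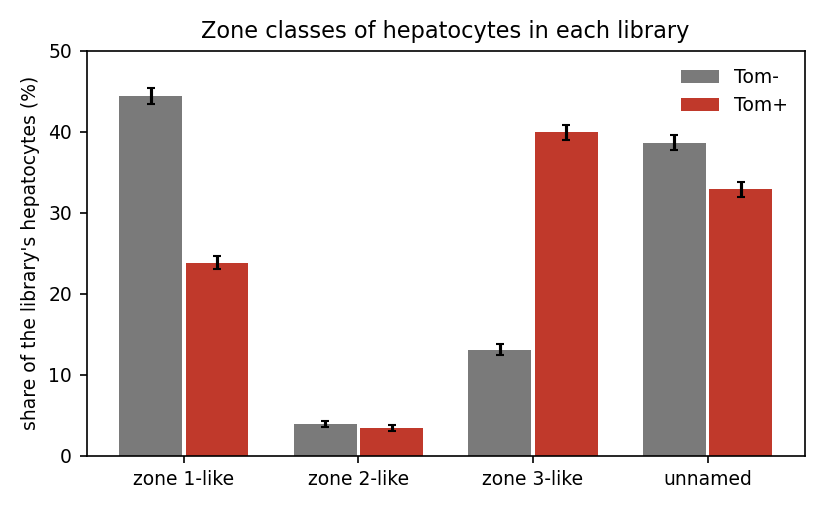
Share of each library's hepatocytes (percent, vertical axis) in each zone class for the Tom- (grey) and Tom+ (red) library, with exact binomial intervals at 95% for counting error only. Zone 3-like cells take 39.9% of Tom+ and 13.1% of Tom- hepatocytes, and zone 1-like cells take 23.9% and 44.4%.

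**Figure D2:**
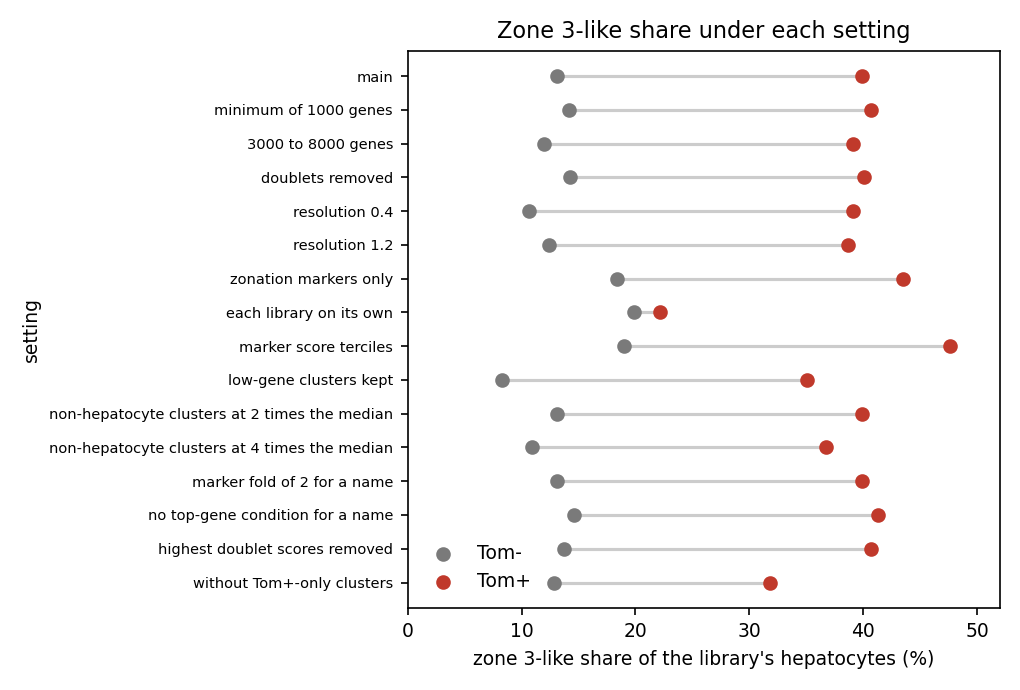
Zone 3-like share of hepatocytes (percent, horizontal axis) in the Tom- (grey) and Tom+ (red) library under the main setting and 15 alternatives (vertical axis), each pair joined by a line. The points lie closest, at 19.9% and 22.1%, when each library is clustered on its own.

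The 3 zone 3-like clusters were shared unequally between libraries. Cluster 0 held 921 Tom- and 2149 Tom+ cells, and cluster 8 held 459 and 324. Cluster 6 held 37 and 1512 cells, which is 2.61% of Tom- and 37.9% of Tom+ zone 3-like cells, a ratio of 14.5 (10.5 to 20.7). Across the 11 alternatives that gave it, the highest such ratio of a zone 3-like cluster lay between 12.04 and 18.9. At least 94.7% of the cells of that cluster were in cluster 6. The settings with non-hepatocyte markers at 2 times the median, a marker fold of 2 or no top-gene condition left cluster 6 unchanged, so they do not test it. For clustering on zonation markers only, the ratio was not computed. Cluster 6 had 12 zone 3 markers higher, but only Glul was among its top 10 genes, which were led by H2-Q1, Ces2c and Dbp. Its zone name therefore rested on 1 gene where the top genes were concerned. Among zone 1-like clusters, cluster 10 held 37 Tom- and 492 Tom+ cells, a ratio of 26.8 (19.2 to 38.6). The unnamed cluster 12, led by endothelial genes, held 22 and 208 cells. Because the genes that define clusters 6 and 10 also differ between the libraries, and each library is a single sample, these ratios describe the libraries and not the abundance of a cell type. Clusters 6, 10 and 12 are called Tom+-only below.

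**Figure D3:**
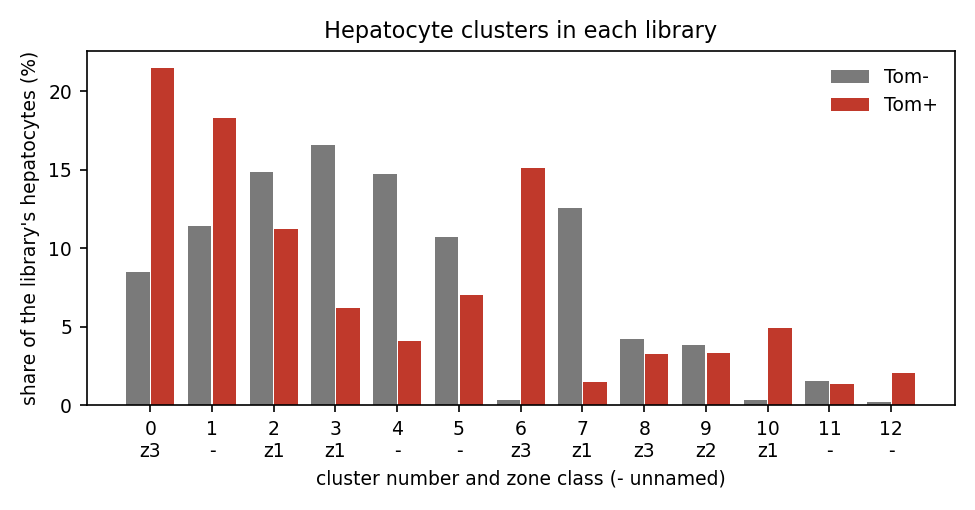
Share of each library's hepatocytes (percent, vertical axis) in the 13 joint clusters (horizontal axis, with zone class below the number, z for zone and a dash for unnamed) for the Tom- (grey) and Tom+ (red) library. Clusters 6, 10 and 12 hold few Tom- cells, with 37, 37 and 22.

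Expression was then compared within the zone 3-like class, over 49731190 Tom- and 156049012 Tom+ UMIs. Of 7967 genes, 11 were at least 2-fold higher and 1 at least 2-fold lower in the Tom+ library. Leaving out the Tom+-only clusters reduced these to 1 higher gene, tdTomato, and 1 lower gene, Hsd17b6. Cpe stayed past 2-fold there, at 2.87 and 9.26 CPM, but was not counted because both levels were under the 10 CPM minimum. In zone 1-like cells 5 genes were higher and 1 lower of 7677. Of the 11 genes, 10 had the same direction there. The 2 that were also counted as 2-fold higher there were tdTomato and Orm3. Cpe and H2-Q1 had ratios past 2-fold there as well, at log2 2.65 and 1.36, but lay under the 10 CPM minimum.

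With tdTomato and all marker genes left out, the 5 genes with the largest ratios were Dbp, Cpe, Orm3, Per3 and H2-Q1. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) was at 6.86 and 34.2 CPM, a log2 ratio of 2.32 (2.16 to 2.48), and 0.99 without Tom+-only clusters. Cpe was at 3.02 and 11.0 CPM, with 1.87 (1.63 to 2.12), and 1.69 without those clusters. Orm3 had a log2 ratio of 1.75 (1.52 to 1.98), which was 0.07 (-0.24 to 0.38) without those clusters. Per3 had 1.47 (1.34 to 1.61) and 0.41, and H2-Q1 had 1.47 (1.28 to 1.66) and 0.54. Orm3 and H2-Q1 have close relatives in the genome and their levels are uncertain for that reason. With the same genes left out, the 5 smallest ratios belonged to Fos, Hsd17b6, Npas2, Cd163 and Ltbp4. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was at 36.5 and 15.3 CPM, a log2 ratio of -1.25 (-1.34 to -1.16), and -0.76 without Tom+-only clusters. Hsd17b6 had -0.85 (-0.99 to -0.70), and -1.12 without them. Npas2, Cd163 and Ltbp4 had -0.62, -0.60 and -0.54.

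Zonation landmarks were compared inside the zone 3-like class as well. Glul was at 193.2 and 280.8 CPM, a log2 ratio of 0.54 (0.51 to 0.57). Cyp2e1 was at 3669 and 3620 CPM, a ratio of -0.02 that was 0.07 without Tom+-only clusters. Sds had -0.45, Cyp2f2 -0.33, Igfbp2 -0.22 and Hamp 0.51. Sds and Cyp2f2 were lower in the Tom+ library under each alternative run. The Glul ratio depended on the setting, from 0.04 at resolution 0.4 to 1.12 with each library clustered on its own.

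The study concerns ligands that act through the LIF receptor, so Ctf1, Clcf1 and Lif were examined in zone 3-like cells. Ctf1 (chromosome 7, 127712736 to 127718192) was at 8.08 and 8.52 CPM, a log2 ratio of 0.08 with an interval that includes 0 (-0.09 to 0.24). Clcf1 (chromosome 19, 4214238 to 4223490) was at 2.92 and 5.74 CPM, a log2 ratio of 0.98 (0.72 to 1.24), and 0.62 (0.34 to 0.91) without Tom+-only clusters. Lif (chromosome 11, 4257557 to 4272514) had 5 and 64 UMIs and a log2 ratio of 2.03 (0.73 to 3.70).

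Genes that the study measured by qPCR, chosen by it partly on these libraries, are not independent evidence. Wee1 had a log2 ratio of 0.83 (0.65 to 1.02), Anxa2 0.65, Txnip 0.60, Wnt5a 0.60, Gstm1 0.52, Cd63 0.49, Gstm3 0.44, Gsta3 0.36, Nqo1 0.10, Gpx3 0.08 and Cdkn1c -0.04. Without Tom+-only clusters Txnip was at -0.11, Nqo1 at -0.07, Wee1 at 0.36 and Wnt5a at 0.31. Wnt5a was at 0.26 at resolution 0.4 and at 0.03 with cells thinned to 5000 UMIs. Gpx3 and Cdkn1c changed sign under several alternatives, reaching -0.13 (cells thinned) and 0.43 (each library on its own). The glutathione S-transferase genes are close relatives, which limits how far their probes separate them.

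Among the 16 gene lists in zone 3-like cells, the circadian repressor-phase list had the highest median log2 ratio, 0.73 (percentile 100), followed by the qPCR list at 0.49 (percentile 100), LIFR ligands and receptors at 0.21 (94.5) and cholesterol synthesis at 0.20 (99.99). Medians nearer to 0 were found for NRF2 targets at 0.10 (90.4), cell cycle at 0.03 (37.2), the sex-linked list at 0.01 (28.0) and acute phase at 0.00 (37.0). Lower medians were found for the endothelial list at -0.44 (0.01), macrophage and immune at -0.37 (0), interferon at -0.24 (0), immediate early at -0.24 (0), the secretory phenotype of senescence at -0.13 (8.19), circadian activator phase at -0.13 (0.46), p53 targets at -0.06 (1.46) and stellate and matrix at -0.04 (2.86). Without Tom+-only clusters the repressor-phase list fell to 0.13 (97.9), the qPCR list to 0.25 (99.99) and cholesterol synthesis to 0.03 (79.1). Circadian activator phase moved to -0.07 (8.27), immediate early to -0.06 (6.83) and p53 targets to 0.03 (68.3). The secretory phenotype list moved further down to -0.26 (1.62), and stellate and matrix to -0.18 (0.06).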

Values the study reported

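The study reported 2169 genes higher and 230 genes lower in its cluster 7 than in other zone 3 hepatocytes. It examined 43 potential ligand-receptor interactions in its analysis of signalling between hepatocytes and stellate cells.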

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

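The test without the Tom+-only clusters was chosen only after the result was seen. A custom LINE-1 feature, which no comparison above uses, was higher in Tom+ hepatocytes, with 2986 CPM in the Tom- and 3437 CPM in the Tom+ library, a log2 ratio of 0.20. It was listed because a signal in data outside the main measurement exceeded the level in the Tom- library. The ratio was 0.34 in zone 3-like and 0.08 in zone 1-like cells. Tom+-only clusters alone do not account for it, since 0.14 remained without them. The zone makeup of the libraries may account for part of it, as the smaller of the ratios within a zone was 0.077, and this stays open. LINE-1 copies are spread over the genome, and what the probe binds was not tested. With 1 library per group, a difference between animals or library preparations cannot be excluded, and no biological explanation was tested.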

How the results depend on the processing

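Tests without the Tom+-only clusters, with the highest doublet scores removed, and with other limits for leaving out or naming clusters were chosen only after the results were seen. Of the values that answer a comparison, 130 stayed within their counting error or count limit, 57 moved and 0 reversed. Of the single genes and lists, 539 stayed, 220 moved and 15 reversed. A value counts as reversed if it changed sign and its main interval excluded 0 (for lists, if its main percentile was extreme). Shares, cluster ratios and gene counts have no sign to change, and the main intervals of Cdkn2a and Ctf1 include 0. Among the values that answer a comparison, only the tdTomato, Clcf1 and Lif ratios could therefore have been labelled reversed. Other single genes and lists also changed sign without meeting that condition, 33 among those that stayed and 11 among those that moved. The 11 include Gpx3, at -0.13 with cells thinned, and Cdkn1c, at 0.43 with each library on its own. No paired analysis was possible because each group has a single library. Unless a cause is given, the cause was not tested.

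Clustering each library on its own gave zone 3-like shares of 22.1% (Tom+) and 19.9% (Tom-), zone 1-like shares of 24.8% and 43.4%, and 7 higher and 9 lower genes. Names are set there against cells of the same library, and the Tom+ counterpart of cluster 6 had no zone 3 marker among its top genes. In this setting Txnip was at -0.16, Orm3 at -0.55, Cyp2e1 at 0.25, the p53 list at 0.15 and the immediate early list at 0.027, all reversed in sign.

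Scoring cells by markers and splitting at terciles gave zone 3-like shares of 47.6% and 19.0%, a Tom+ zone 1-like share of 22.4%, 5 higher and 2 lower genes, and Cyp2e1 at 0.059. Clustering on zonation markers only gave 43.5% and 18.4% (zone 3-like), 28.2% and 51.3% (zone 1-like), 6 higher and 2 lower genes, and Cyp2e1 at 0.11. Resolution 0.4 gave a Tom- zone 3-like share of 10.7%, zone 1-like shares of 25.7% and 50.7%, Clcf1 at 0.68, 4 lower genes, Igfbp2 at 0.11 and Cyp2e1 at 0.00293. Resolution 1.2 gave 38.7% and 12.4% (zone 3-like) and 22.4% and 39.8% (zone 1-like).

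A minimum of 1000 genes per cell gave Tom- shares of 14.2% (zone 3-like) and 46.0% (zone 1-like). Keeping 3000 to 8000 genes gave a Tom- zone 3-like share of 11.9% and Clcf1 at 0.68. Removing the single marked doublet gave a Tom- zone 3-like share of 14.2%, so clustering again moves shares by more than counting error. Removing the highest doublet scores gave a Tom+ zone 1-like share of 25.3% and 2 lower genes.

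Keeping clusters with few genes gave zone 3-like shares of 35.1% and 8.24%, zone 1-like shares of 23.0% and 33.5%, and tdTomato at 3.36. More cells enter the denominator there by construction. Non-hepatocyte markers at 4 times the median gave 36.7% and 10.9% (zone 3-like) and 22.0% and 41.2% (zone 1-like). Without the top-gene condition for a name the zone 3-like shares were 41.3% and 14.6%, with 5 lower genes and Cyp2e1 at 0.026.

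Leaving out Tom+-only clusters gave a Tom+ zone 3-like share of 31.8%, tdTomato at 3.51, Clcf1 at 0.62 and 1 higher gene. Cpe was still past 2-fold but fell under the CPM minimum for that count. Nqo1 was then at -0.072, Txnip at -0.111, Cyp2e1 at 0.068 and the p53 list at 0.032, all reversed. These clusters were chosen for being Tom+, so this setting removes the difference it is chosen on.

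A minimum of 50 CPM left 2 higher and 0 lower genes, since fewer genes are compared, and no CPM minimum gave 205 and 91, since genes of few UMIs enter. Thinning cells to 5000 UMIs gave tdTomato at 3.42, Clcf1 at 0.68, Wnt5a at 0.03 and the p53 list at 0.0074. The mean over cells gave tdTomato at 3.37 and median-of-ratios scaling 3.44. That scaling moved the median gene by 0.03 in hepatocytes and 0.05 in zone 3-like cells.

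Cdkn2a changed sign when clusters with few genes were kept (-0.06) and when cells were thinned (-0.05). Ctf1 changed sign at resolution 0.4 (-0.07) and with non-hepatocyte markers at 4 times the median (-0.02). All 4 values lie within the counting error of the main value. Glul, at 0.54 in the main setting, was at 0.04 at resolution 0.4, 0.22 with 3000 to 8000 genes, 0.23 with non-hepatocyte markers at 4 times the median and 1.12 with each library on its own. Depth limits Cdkn2a, with 61 and 75 UMIs in hepatocytes, and Lif, with 5 UMIs in the Tom- zone 3-like cells.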

Other observations

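The tests of a process limited to zone 3, of other cell types, of the circadian phase, of a state outside the zones it was found in, of zone 1-like clusters as controls, and of free RNA at a fixed amount per cell were chosen only after the result was seen.

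Cluster 6, made almost only of Tom+ cells, was compared with the other zone 3-like Tom+ cells, and cluster 10 with the other zone 1-like Tom+ cells. Across 7656 genes, which are not independent replicates, the differences had a Spearman correlation of 0.68, which argues against a process limited to zone 3. The remaining zone 3-like contrast, cluster 0 against cluster 8, gave 0.21 in size. Zone 1-like clusters 2, 3 and 7, each against the others, gave -0.30, 0.33 and -0.19 with the cluster 6 differences. None was as large as 0.68, which argues against an axis that each pair of clusters shows to the same degree, but a shared axis may account for part of the correlation. Of 56 genes at least 2-fold apart in zone 3-like cells (44 higher and 12 lower), 51 had the same direction in zone 1-like cells. In zone 1-like cells 12 were also counted as 2-fold apart, fewer than had a ratio past 2-fold there. The 2-fold counts need a minimum level, which the count of directions does not. At similar UMI counts (20000 to 40000) 78 genes were 2-fold apart, which argues against depth.

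In cluster 6 the circadian repressor-phase list lay at percentile 100 and the activator-phase list at 0.04, and in cluster 10 at 100 and 0. Some other lists were about as extreme in both clusters, so the pattern is not limited to clock genes. NRF2 targets lay at 97.3 and 99.99, p53 targets at 0.21 and 0.05, and immediate early genes at 0 and 0.75. The qPCR list lay at 99.98 and 100, but the study chose it partly on these libraries, so it is not independent evidence. Further lists differed between clusters 6 and 10, so the pattern is shared only in part. Cholesterol synthesis lay at 100 and 12.98, stellate and matrix at 99.37 and 63.91, and cell cycle at 73.88 and 0.675. A candidate explanation is that these cells were fixed at another phase of the circadian clock, for example because they came from an animal taken at another time. Cluster 6 was partly defined by Dbp, and this test was chosen after Dbp had been seen, so it is a hypothesis. A prediction written earlier, that a batch or animal would show in every class of Tom+ cells and hardly in Tom- cells, could not be tested well. The first score used for it was void because it followed the zones, with 67.7% of unnamed Tom+ and 83.3% of unnamed Tom- cells above its midpoint. A second score, from 12 genes apart in both zones, gave 26.9% of Tom+ (22.2 to 31.9) and 21.3% of Tom- (17.5 to 25.6) zone 2-like cells and 18.4% and 19.0% of unnamed cells. It separates poorly, since 38.9% of Tom+ zone 1-like cells outside cluster 10 also pass. Outside the Tom+-only clusters, Dbp was higher in Tom+ than Tom- cells, with log2 ratios of 0.30 in zone 2-like and 0.57 in unnamed cells, and Per3 had 0.01 and 0.13. The 10 higher genes of the second score had medians of 0.07 and 0.22. Animal, batch and state cannot be told apart, because cells carry no animal label.

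Doublets stay open for cluster 6. The criterion written before was met, with 9.26% of its cells among the highest doublet scores against 4.97% of other zone 3-like Tom+ cells. The caller found no doublet population, so the scores decide little. With the highest scores removed and the cells clustered again, the highest ratio of a zone 3-like cluster was 18.9, and 98.1% of that cluster's cells were in cluster 6. Since the scores are not reliable here, this does not exclude doublets. Markers of endothelial, stellate and immune cells were at 1.08 times the level of the other cells, which does not settle whether such RNA may contribute. By list, stellate and matrix genes had a median log2 difference of 0.41 (percentile 99.37) in cluster 6. The endothelial list had 0.20 (62.13) and macrophage and immune 0.005 (7.185). Of the 12 genes apart in both zones, 0% lay within 20 Mb of the engineered loci against 2.38% of all genes, too few to decide on a genetic difference. Within Tom+ cells, tdTomato was lower in cluster 6 (774.4 CPM) than in the other zone 3-like cells (1003 CPM), and so was Cdkn1a (52.2 and 97.4 CPM). Both were also lower in cluster 10.

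tdTomato UMIs in Tom- hepatocytes may have several sources. At equal depth 1.88% of the cells had at least 3 UMIs against 0.900% under a Poisson distribution of the same mean. Free RNA of a fixed amount per cell is a larger part of a shallow cell, and with that taken into account 1.73% was calculated, close to the share measured. This takes the same amount in all cells, which did not hold throughout the clustering of all cells. Tom- cells of clusters kept as hepatocytes had 122.4 CPM at a median of 29036 UMIs but 62.55 CPM at 27261. Those of the immune-rich cluster, at 7634 UMIs, had 90.9 CPM, below the 99.1 CPM of a hepatocyte cluster at 23196. Other clusters did follow depth, such as 43.5 CPM at 54288.5 UMIs. The calculation therefore does not decide on free RNA alone, which is not excluded. Cells at or above the Tom+ median of 4 UMIs held 7.70% of the tdTomato UMIs, which argues against Tom+ cells in the Tom- gate as the main source. A mixture of both also stays open.

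The counts of genes at least 2-fold apart between cluster 6 and the other zone 3-like Tom+ cells were 44 higher and 12 lower. Those are lower than the counts quoted from the study above. The study's comparison used a test across cells and a smaller fold limit, and whether its cluster holds the same cells was not tested. The other counts of 2-fold genes here compare libraries within a zone.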
